A study of Homo sapiens with 18 samples. Its data were reported in "COPI vesicle formation and N-myristoylation are targetable vulnerabilities of senescent cells" (2023).

How the data were processed

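Poly(A) RNA from IMR90 ER:RAS cells was sequenced in 18 bulk libraries, which the labels place in 6 groups of 3 replicates. The authors deposited 1 table of raw read counts per gene symbol, with a column for each library. According to the study's methods, the authors prepared directional libraries, aligned reads to hg19 with TopHat in first-strand mode and used Ensembl annotation. HTSeq is on the study's software list, but its strand setting and the annotation used for counting were not given, and the table holds symbols of the LOC form that RefSeq uses. Counts of genes that overlap a neighbour, on either strand, are therefore uncertain. Overlaps of at least 10% of the exonic bases of a named gene are given once in the text, a limit set after the overlaps were seen. Those from 5 to 10% were 9.91% for IL6, 8.03% for DDIT3, 7.79% for CAVIN2, 7.26% for NMT2, 6.05% for FGL2, 5.67% for DCDC2C and 5.51% for INMT, and smaller ones are not given. In the column names the DDD86481 libraries are called PCLX001, and the labels give both names.

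The table had 28266 gene rows, of which 6836 held no count. Library totals ran from 16143716 to 23189950 counts. The floor of a library was set at 3 counts, the number that a count of 0 allows, which came to between 0.121 and 0.187 CPM, or counts scaled to a common library size. Reads carried no molecular identifiers, so floors cover counting error only. Where every library of 1 group was at or under the floor, the fold change was computed against the floor and is given as a lower bound. Setting such genes to their bound left the median of each list as it was. Positions, lengths, GC content and exon overlaps came from a GENCODE annotation on GRCh37, the same build as hg19. It gave a length and a GC value for 97.7% of the genes tested.

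Groups came from the labels alone. The filter filterByExpr in edgeR kept 14341 genes with 99.962% of all counts. Counts were scaled by TMM and tested with edgeR's quasi-likelihood test, in 1 fit of the 18 libraries over the 6 groups. P-values were adjusted by the Benjamini-Hochberg method over the genes of each comparison, with a threshold of 0.05. Standard errors were derived from the F statistic. The prior count of log2 CPM was 2. Senescent and control cells were compared with DMSO, and each inhibitor was compared with DMSO in each state. An interaction term gave the effect of each inhibitor in senescent cells minus that in control cells, and IMP1088 was compared with DDD86481 in senescent cells.

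Gene lists were tested by pre-ranked gene set enrichment analysis (fgsea) on DESeq2 Wald statistics. The study's methods describe this ranking for tissue libraries of mice and do not state one for the present cells. Normalized enrichment scores (NES) are given, with adjustment over every list and comparison. The curated collections of the study were not used here, and lists were written by hand: targets of ATF4 and CHOP, of XBP1 and of ATF6, their union (the UPR list), and genes of COPI transport, proliferation, sterol synthesis, lysosomes and interferon signalling. The SASP list held 103 secretory genes that the study displayed for other libraries of senescent IMR90 cells. A shorter list of 80 of them, displayed for the present libraries and so not independent of them, was an alternative. A list of 13 mitochondrially encoded genes matched 0 rows of the table and was not analysed here. Individual genes were named by a rule: a fixed list, plus for each comparison the 3 largest rises and falls among genes past the threshold with a mean of at least 5 CPM over all libraries and no overlap between the libraries compared. The lists, the naming rule, the tests and the alternatives were chosen before the data were examined, except the alternatives described as chosen after seeing the data.

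The test was checked on simulated counts, over 13311 genes. Every group was given the mean expression of senescent DMSO libraries, and changed genes were drawn from those with at least 1 CPM there. For IMP1088 in senescent cells the test called 94 of 100 genes changed 2-fold and 50 of 100 changed 1.5-fold, with 9 calls among 13111 unchanged genes. For the interaction of IMP1088 with senescence the calls were 69 and 14 of 100. Only these genes were changed, so the shares need not hold in comparisons where many genes changed. Correlations of fold changes across genes were set beside 20 simulations of unchanged groups, because comparisons against shared DMSO libraries correlate without any effect. Replicates of each group differed by more than sampling noise, with a chi-square of at least 5.26 per gene, so no library was taken for a duplicate. To check whether replicate numbers pair the libraries, deviations of same-numbered libraries from their group means were correlated. In every pair r was above 0.1 for control DMSO with control IMP1088 (0.394, 0.123 and 0.231) and for senescent IMP1088 with senescent DDD86481 (0.117, 0.126 and 0.119), and the numbers were taken to pair these libraries. This rests on the correlations alone, as the labels name no shared batch. The study's legend for these cells counts n as independent experiments, which leaves open that a number marks 1 experiment in every group. For the other groups compared with each other, at least 1 of the 3 pairs had an r under 0.1. The interaction of IMP1088 with senescence uses the paired control libraries. Senescent DMSO and senescent IMP1088 libraries had r of 0.0962, 0.0695 and 0.00692. By this rule the interaction is therefore paired in the control state alone. Control IMP1088 and control DDD86481 libraries, which were not compared, also had an r above 0.1 in each pair (0.101, 0.27 and 0.129).

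The alternatives were DESeq2 size factors and upper quartile scaling, no filter beyond 1 count, a filter of at least 10 counts in every library, the DESeq2 Wald test, fits of only the groups compared, an added 2-fold threshold, the replicate number as a block and fits that each left out 1 library. For lists they were camera with a preset or an estimated correlation, fry and fgsea on edgeR statistics. Versions were R 4.3.3, edgeR 4.0.16, DESeq2 1.42.0, limma 3.58.1 and fgsea 1.28.0.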

Results

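To examine how blocking protein N-myristoylation alters transcription in senescent and control cells, RNA was sequenced from IMR90 ER:RAS cells. IMR90 is an established line of human lung fibroblasts. ER:RAS is a fusion of the oestrogen receptor's hormone-binding part with oncogenic RAS, which 4-hydroxytamoxifen (4OHT) activates to induce senescence. Cells were given 100 nM 4OHT or DMSO and kept for 7 days, then given an inhibitor or DMSO for 3 days, and were collected on day 10. The inhibitors were IMP1088 at 300 nM and DDD86481 at 1.5 µM, which block the N-myristoyltransferases NMT1 and NMT2 (NMTi). These enzymes attach myristate to proteins such as the ARF GTPases that recruit COPI coats to the Golgi. There were 6 groups of 3 libraries, with totals from 16143716 to 23189950 counts. The 10 most abundant genes of a library held between 5.26% and 7.96% of its counts. Expression is given in CPM ± SD (n = 3 libraries), and log2 fold changes ± SE with the adjusted p of edgeR's quasi-likelihood test.

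Principal component analysis separated the libraries first by senescence and then by NMTi. The first component carried 80.8% of the variance. Control libraries had scores from -95.1 to -86.3 with DMSO and from -92.5 to -88.7 with NMTi. Senescent libraries had scores from 77.7 to 80.7 with DMSO and from 94.8 to 97.7 with NMTi. The second component, with 7.89% of the variance, was positive in DMSO libraries and negative in NMTi libraries of both states. On the third component, with 4.1%, control DMSO replicate 3 scored 57.3, against 14.8 and 27.8 for replicates 1 and 2.

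**Figure D1:**
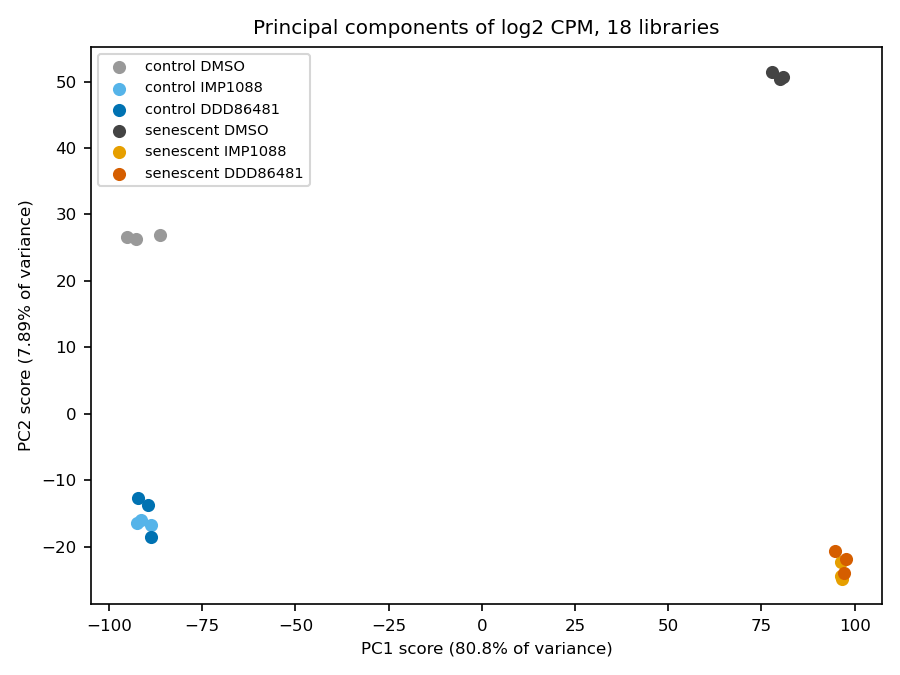
Scores of the 18 libraries on the first (x axis) and second (y axis) principal components of log2 CPM, each point a library and each colour a group. On the second component, NMTi libraries lie between -24.8 and -12.7, and DMSO libraries between 26.4 and 51.4.

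The first comparison asked which genes differed between senescent and control cells without NMTi. Of 14341 genes tested, 4663 were higher and 5164 lower in senescent cells. The alternative that moved this count of 9827 most, an added 2-fold threshold, left 4580. Upper quartile scaling shifted the median of all genes by -0.15 on the log2 scale relative to TMM, so small changes depend on the scaling. HRAS (chromosome 11, 532242 to 537321, GRCh37, as for all positions below) had 3119 ± 114 CPM in control cells and 5630 ± 388 CPM in senescent cells, a log2 fold change of 0.85 ± 0.092 (adjusted p = 7.51e-08). ESR1 (chromosome 6, 151977826 to 152450754) had a log2 fold change of 1.06 ± 0.13 (adjusted p = 4.9e-07). Reads of the fusion and of the endogenous genes were not distinguished. Among cell cycle inhibitors, CDKN1A rose by 2.50 ± 0.11 (adjusted p = 7.88e-14), CDKN2B by 3.10 ± 0.12 (adjusted p = 1.07e-14) and CDKN2A by 1.00 ± 0.14 (adjusted p = 2.76e-06). CDKN2A shares 15.3% of its exonic bases with an antisense gene. LMNB1 fell by 3.69 ± 0.29 (adjusted p = 5.57e-10) on the log2 scale, and MKI67, at or under the floor in senescent cells, was at least 116-fold lower. Of the drug targets, NMT2 fell by 1.23 ± 0.14 (adjusted p = 1.22e-07) on the log2 scale, and NMT1, with 0.11 ± 0.084 (adjusted p = 0.243), did not pass the threshold.

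Among genes that met the naming rule, the largest rises in senescent cells were in SERPINA9, CSF3 and IL1B. SERPINA9 and CSF3 were at or under the floor in control cells and were at least 824-fold and at least 1800-fold higher. IL1B (chromosome 2, 113587328 to 113594393) went from 1.48 ± 0.61 to 6639 ± 295 CPM, a log2 fold change of 12.15 ± 0.21 (adjusted p = 4.87e-20). The largest falls were in ADH1B, FMO2 and FGL2, which were at or under the floor in senescent cells and were at least 601-fold, 394-fold and 630-fold lower. Other SASP transcripts rose, including IL6 by 2.86 ± 0.29 (adjusted p = 2.45e-08), CXCL8 by 8.21 ± 0.39 (adjusted p = 1.47e-13) and IL1A by 9.47 ± 0.28 (adjusted p = 1.25e-16).

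Gene set enrichment analysis was used to compare the lists. In senescent cells the SASP list was higher (NES 2.89, adjusted p = 3.04e-22). Of its 101 genes tested, 74 were higher and 14 lower, and the counts were 74 and 14 when adjusted over the list alone. Proliferation genes were lower (NES -3.01, adjusted p = 4.56e-20), with a median log2 fold change of -3.30. Sterol (NES 2.51, adjusted p = 2.91e-12) and lysosome genes (NES 2, adjusted p = 0.000156) were higher and interferon genes lower (NES -1.65, adjusted p = 0.0137). The UPR list was higher (NES 1.49, adjusted p = 0.0206) with a median of 0.31, which was 0.15 with upper quartile scaling, and its adjusted p under camera with a preset correlation was 0.0503. Of its parts, XBP1 targets were higher (NES 1.71, adjusted p = 0.00608). Their median, 0.23, was 0.077 with upper quartile scaling. Their adjusted p was 0.0618 under camera with a preset correlation and 0.000304 under fry. The XBP1 gene itself was lower in senescent cells (adjusted p = 4.46e-06), from -0.93 to -0.70 over fits that each left out 1 library. ATF4 was also lower (adjusted p = 0.000201), from -0.80 to -0.50 over such fits. DDIT3 was higher (adjusted p = 0.00467), from 0.49 to 0.92, and the ATF6 gene did not pass (adjusted p = 0.107). PERK and ATF4 targets (NES 1.2, adjusted p = 0.246) and ATF6 targets (NES 0.854, adjusted p = 0.697) did not pass the threshold. COPI genes did not pass either (NES 1.13, adjusted p = 0.322). Fry called both the COPI genes (adjusted p = 0.0106) and the PERK and ATF4 targets (0.0126) higher. The median of the COPI genes, 0.19, was 0.035 with upper quartile scaling. COPG1 rose by 0.40 ± 0.090 (adjusted p = 0.000624), GBF1 by 0.76 ± 0.19 (adjusted p = 0.00145), ARF1 by 0.70 ± 0.086 (adjusted p = 4.31e-07) and ARF3 by 0.57 ± 0.10 (adjusted p = 6.03e-05), while ARF6 fell by 0.48 ± 0.094 (adjusted p = 0.000146) and ARF5 did not pass (-0.22 ± 0.13, adjusted p = 0.127). COPB2 rose by 0.29 ± 0.085 (adjusted p = 0.00473), but 34.1% of its exonic bases overlap MRPS22 on the opposite strand. COPA rose by 0.34 ± 0.12 (adjusted p = 0.0216), a call lost in 3 of the 6 fits that each left out 1 library (0.18, adjusted p = 0.121, without control DMSO replicate 3). With upper quartile scaling, an alternative for named genes chosen after seeing the data, COPB2 (0.14, adjusted p = 0.135) and COPA (0.18, adjusted p = 0.168) did not pass and ARF5 did (-0.38, adjusted p = 0.014). ARF5 also passed without control DMSO replicate 1, with -0.35 (adjusted p = 0.0123). Of the 57 list calls over the comparisons, fry gave 49 and camera with an estimated correlation 6, which were SASP in senescence (adjusted p = 6.76e-05) and proliferation in senescence (0.00711), with each inhibitor in control cells (6.76e-05 and 6.76e-05) and in both interactions (0.000417 and 0.000755).

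**Figure D2:**
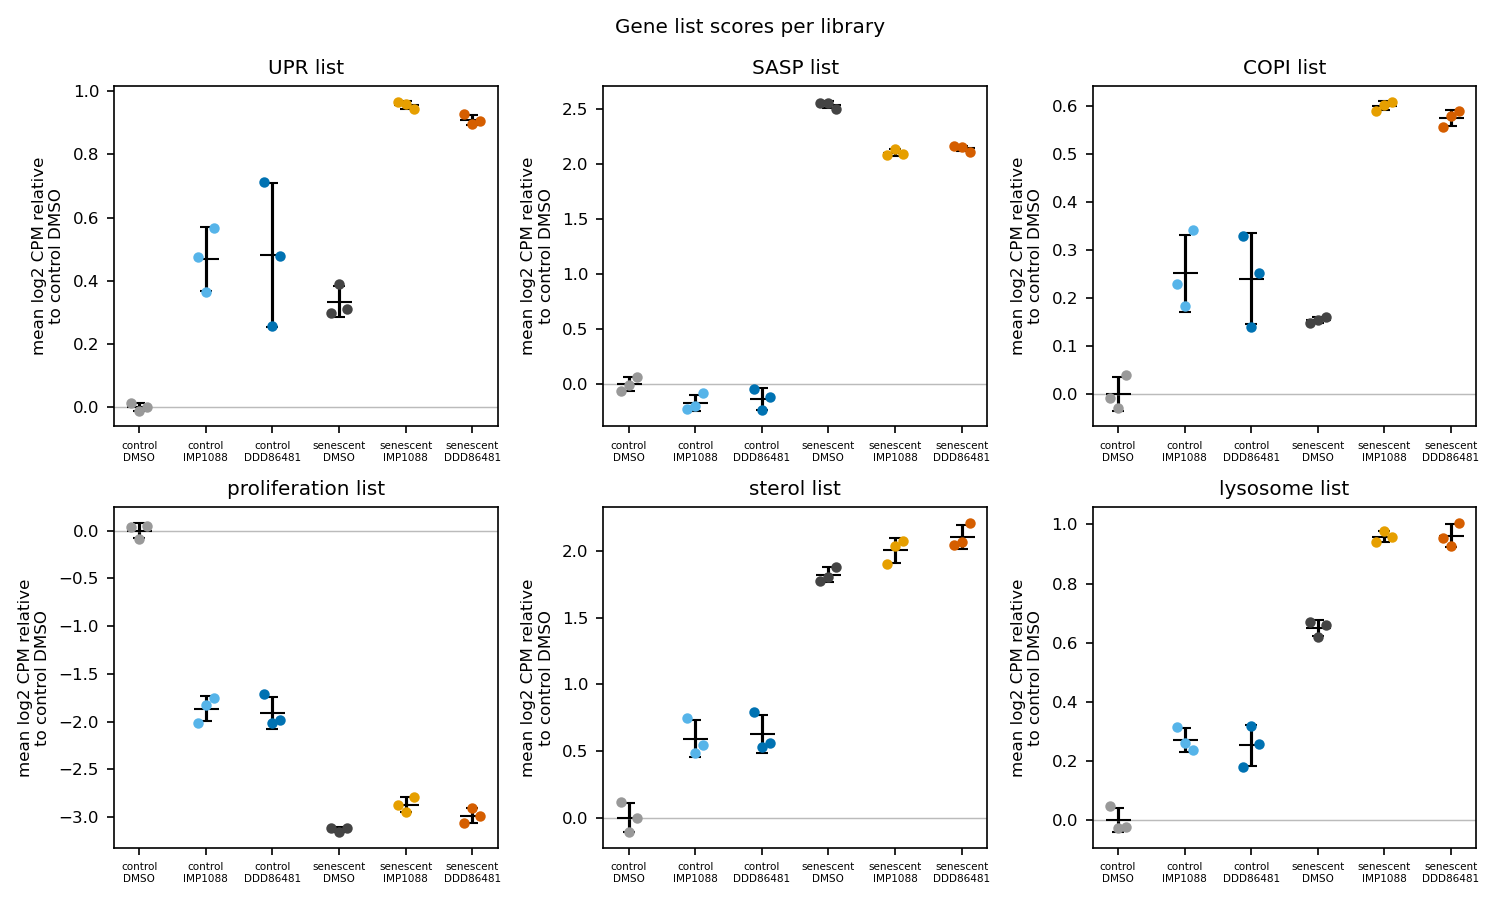
Score of gene lists in each library (y axis, mean log2 CPM relative to control DMSO libraries) by group (x axis), with points for libraries and bars for the mean ± SD of 3 replicates. The UPR score was 0.334 in senescent cells with DMSO and 0.956 and 0.911 with IMP1088 and DDD86481.

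The next comparisons asked what NMTi changed in senescent cells. IMP1088 raised 2951 genes and lowered 3423, and DDD86481 raised 2877 and lowered 3312. An added 2-fold threshold moved the totals of 6374 and 6189 most, to 1607 and 1585. Calls shared by the inhibitors numbered 5392, of which 5392 had the same direction. Over all genes the log2 fold changes had the same sign for 89.1%, against a mean of 66.8% in 10 simulations of unchanged groups that share the DMSO libraries. INHBE (chromosome 12, 57846106 to 57853063) rose most with both among genes that met the naming rule, from 0.437 ± 0.374 CPM, close to the floor, to 35.9 ± 4.77 with IMP1088 and 29 ± 6.94 with DDD86481. Its log2 fold changes were 6.34 ± 0.46 (adjusted p = 2.47e-09) and 6.03 ± 0.47 (adjusted p = 5.98e-09), and 16.4% of its exonic bases overlap an antisense gene. EAF2 followed, with 4.62 ± 0.26 (adjusted p = 8e-11) and 4.27 ± 0.26 (adjusted p = 2.5e-10). Next were C17orf107 with IMP1088 (4.04 ± 0.27, adjusted p = 8.23e-10), which shares 50.2% of its exonic bases with CHRNE on the opposite strand, and LYPD3 with DDD86481 (3.92 ± 0.23, adjusted p = 1.34e-10). CXCL10 (chromosome 4, 76942271 to 76944650) fell most with both, from 29.6 ± 4.56 CPM to 0.869 ± 0.466 and 0.89 ± 0.091. Expression of CXCL10 fell by 5.09 ± 0.30 (adjusted p = 2.07e-10) on the log2 scale with IMP1088 and fell by 5.04 ± 0.30 (adjusted p = 2.25e-10) with DDD86481. With IMP1088, INMT (-4.10 ± 0.19, adjusted p = 6.7e-12) and CAVIN2 (-3.90 ± 0.53, adjusted p = 6.38e-06) followed. CAVIN2 was near the floor with IMP1088, and INMT shares 11.1% of its exonic bases with a readthrough gene on the same strand. With DDD86481, APCDD1 was at least 3.2-fold lower, and ELN also met the naming rule. No fold is given for ELN, which was near the floor in senescent libraries, and its call was lost in 4 of the 6 fits that each left out 1 library. The highest adjusted p, 0.0668, came without senescent DDD86481 replicate 1.

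Expression of unfolded protein response (UPR) genes was examined next. HSPA5 (chromosome 9, 127997132 to 128003661), the chaperone BiP, had 1171 ± 82.6 CPM in senescent DMSO cells, 4648 ± 152 with IMP1088 and 3842 ± 303 with DDD86481. Its log2 fold changes were 1.99 ± 0.15 (adjusted p = 3.61e-09) and 1.71 ± 0.15 (adjusted p = 2.23e-08). DDIT3 (chromosome 12, 57910371 to 57915520), which encodes CHOP, rose by 1.75 ± 0.20 (adjusted p = 8.1e-07) and 1.31 ± 0.20 (adjusted p = 2.56e-05), and 27.2% of its exonic bases overlap MARS1 on the opposite strand. HERPUD1 rose by 2.38 ± 0.14 (adjusted p = 2.11e-10) and 2.02 ± 0.14 (adjusted p = 1.75e-09), ATF4 by 1.35 ± 0.14 (adjusted p = 1.7e-07) and 1.30 ± 0.14 (adjusted p = 3.04e-07), and the XBP1 gene by 0.78 ± 0.12 (adjusted p = 3.09e-05) and 0.90 ± 0.12 (adjusted p = 7.25e-06). SQSTM1, a receptor of autophagy, rose by 1.53 ± 0.094 (adjusted p = 2.93e-10) and 1.67 ± 0.095 (adjusted p = 1.05e-10), with 21% of its exonic bases overlapping MRNIP on the opposite strand. The UPR list was higher with IMP1088 (NES 2.89, adjusted p = 1.9e-18) and DDD86481 (NES 2.86, adjusted p = 9.41e-18). Of its 84 genes, 63 were higher and 4 lower with IMP1088, and 67 and 4 when adjusted over the list alone. With DDD86481 the counts were 62 and 4, and 63 and 5 when adjusted over the list alone. Targets of ATF6 (NES 2.39, adjusted p = 6.56e-08), XBP1 (NES 2.54, adjusted p = 3.34e-09) and PERK and ATF4 (NES 2.01, adjusted p = 0.000397) each passed with IMP1088, and with DDD86481 their NES were 2.28, 2.62 and 1.96.

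COPI genes were higher with NMTi in senescent cells (NES 2.46, adjusted p = 5.83e-08 for IMP1088 and NES 2.28, adjusted p = 1.16e-06 for DDD86481), with median log2 fold changes of 0.42 and 0.34. The ARF1 and ARF3 transcripts did not pass the threshold, with ARF1 at 0.074 ± 0.086 (adjusted p = 0.513) and 0.023 ± 0.086 (adjusted p = 0.851), and ARF3 at -0.022 ± 0.10 (adjusted p = 0.886) and -0.085 ± 0.10 (adjusted p = 0.534). ARF3 shares 14% of its exonic bases with a gene on the same strand. ARF5 did not pass either (-0.29 ± 0.13, adjusted p = 0.0716 and -0.20 ± 0.13, adjusted p = 0.217). ARF6 fell by 0.26 ± 0.095 (adjusted p = 0.0314) on the log2 scale with IMP1088, a call lost in 4 of the 6 fits that each left out 1 library (-0.21, adjusted p = 0.136, without senescent DMSO replicate 1), and did not pass with DDD86481 (-0.036 ± 0.095, adjusted p = 0.789). Lysosome genes were higher (NES 2.08, adjusted p = 6.32e-05 and NES 2.23, adjusted p = 3.74e-06). Sterol genes passed with DDD86481 (NES 1.62, adjusted p = 0.0127) but not IMP1088 (NES 1.18, adjusted p = 0.265), and the former had an adjusted p of 0.103 without senescent DMSO replicate 1 and 0.154 without senescent DDD86481 replicate 3. Proliferation genes passed with IMP1088 (NES 1.72, adjusted p = 0.00496) but not DDD86481 (NES 1.32, adjusted p = 0.129), which passed without senescent DMSO replicate 3 (adjusted p = 0.0419) and under fry (0.0496). Interferon genes passed with neither (NES 1.11, adjusted p = 0.348 and NES -0.891, adjusted p = 0.65).

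The SASP list was lower with NMTi in senescent cells, with median log2 fold changes of -0.40 for IMP1088 (NES -2.14, adjusted p = 7.71e-08) and -0.38 for DDD86481 (NES -2.02, adjusted p = 5.73e-06). The medians were -0.40 and -0.39 with upper quartile scaling. With IMP1088, 53 of 101 genes were lower and 11 higher, and 53 and 12 when adjusted over the list alone. With DDD86481, 51 were lower and 15 higher, and 51 and 15 when adjusted over the list alone. Changes of IL6 (0.28 ± 0.26, adjusted p = 0.416 and 0.52 ± 0.26, adjusted p = 0.121), CXCL8 (0.38 ± 0.28, adjusted p = 0.295 and 0.51 ± 0.28, adjusted p = 0.155) and IL1A (0.0049 ± 0.16, adjusted p = 0.986 and -0.021 ± 0.16, adjusted p = 0.93) did not pass the threshold. IL1B fell by 0.32 ± 0.12 (adjusted p = 0.0409) and 0.36 ± 0.12 (adjusted p = 0.0248) on the log2 scale, calls lost in 5 of the 6 (-0.27, adjusted p = 0.15, without senescent IMP1088 replicate 3) and 4 of the 6 (-0.33, adjusted p = 0.076, without senescent DMSO replicate 1) fits that each left out 1 library. CSF3 rose by 1.26 ± 0.10 (adjusted p = 1.25e-08) and 1.36 ± 0.10 (adjusted p = 5.98e-09). CDKN1A fell by 0.69 ± 0.11 (adjusted p = 3.06e-05) and 0.61 ± 0.11 (adjusted p = 0.000112) and CDKN2B fell by 1.09 ± 0.11 (adjusted p = 2.18e-07) and 1.05 ± 0.11 (adjusted p = 3.86e-07). LMNB1 rose by 1.03 ± 0.32 (adjusted p = 0.0135) and 0.99 ± 0.33 (adjusted p = 0.0185), calls lost in 2 of the 6 (0.68, adjusted p = 0.0826, without senescent DMSO replicate 2) and 2 of the 6 (0.60, adjusted p = 0.171, without senescent DDD86481 replicate 1) such fits.

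**Figure D3:**
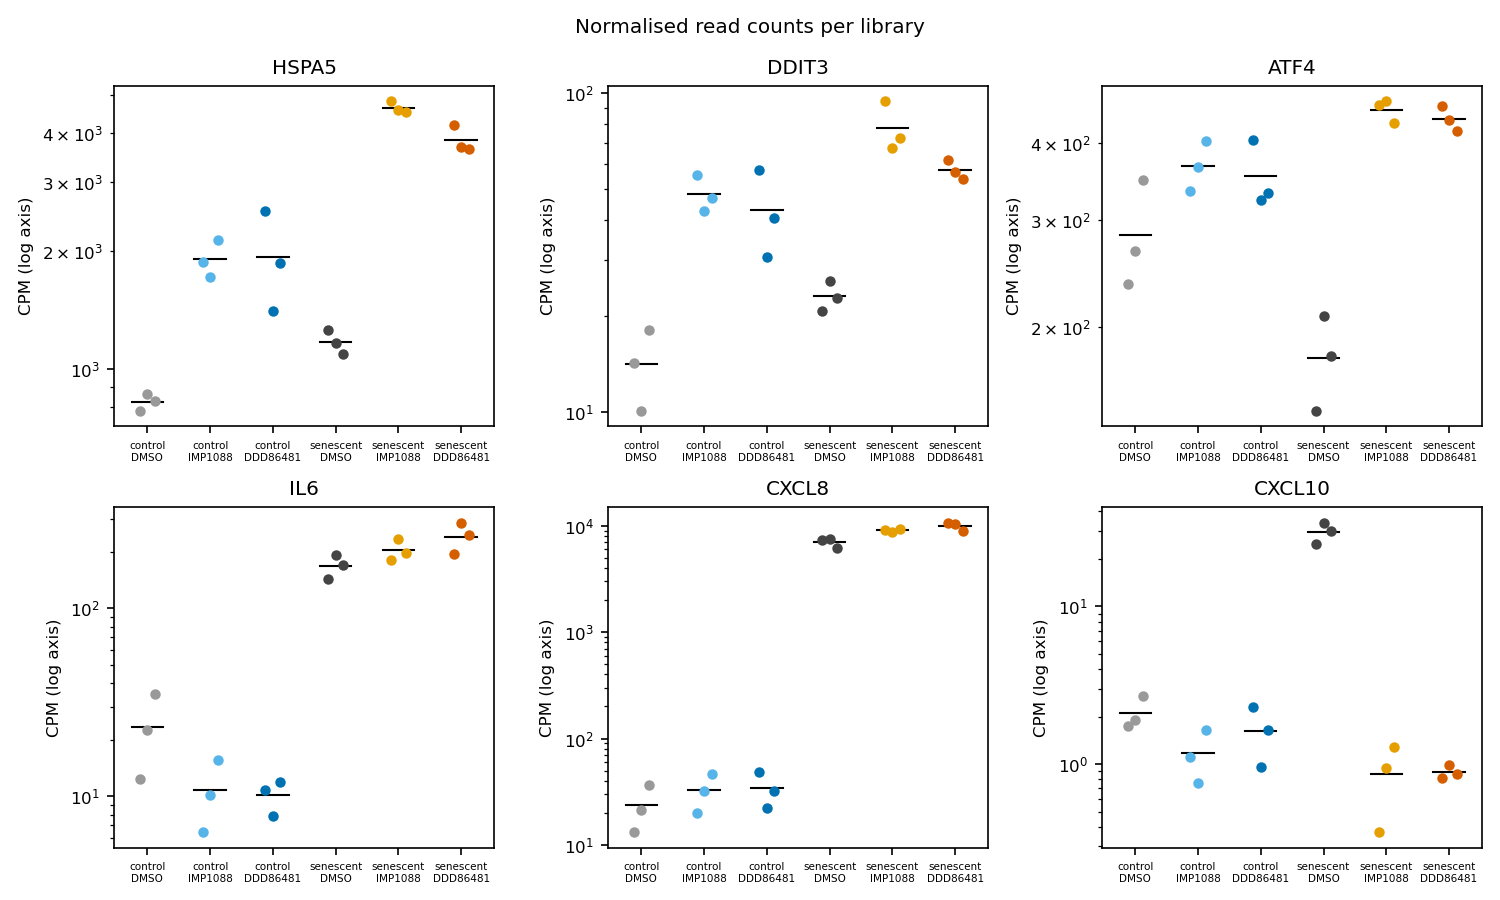
Expression (CPM, y axis, log scale) of genes named in the text in each library, by group (x axis), with points for libraries and a line at the mean of 3 replicates. In senescent cells HSPA5 had a mean of 1171 CPM with DMSO and 4648 CPM with IMP1088.

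The response of control cells to NMTi was then measured. IMP1088 raised 2333 genes and lowered 2496, and DDD86481 raised 2554 and lowered 2688. Fits of only the groups compared called 2716 and 2842 genes in place of 4829 and 5242. With upper quartile scaling, 1900 genes were higher and 2918 lower with IMP1088, and 2088 and 3258 with DDD86481. Both inhibitors called 4319 genes, 4319 of them in the same direction, and 91% of all genes had the same sign, against 66.4% in the simulations. FOSB rose by 3.98 ± 0.47 (adjusted p = 3.12e-06) and 3.94 ± 0.48 (adjusted p = 3.77e-06), UNC13A by 3.22 ± 0.43 (adjusted p = 1.08e-05) and 3.60 ± 0.41 (adjusted p = 1.96e-06) from 0.174 ± 0.152 CPM, which is near the floor, and MFSD2A by 3.12 ± 0.22 (adjusted p = 5.09e-09) with IMP1088. DCDC2C met the naming rule for DDD86481, but it was at or under the floor in control libraries with DMSO and with DDD86481 and no fold is given. OSTN-AS1, a long non-coding RNA with 14% of its exonic bases overlapping OSTN on the opposite strand, was at least 5.11-fold lower with IMP1088. LRRC15 (-3.14 ± 0.39, adjusted p = 4.89e-06) and SERPINB7 (-3.03 ± 0.20, adjusted p = 2.16e-09) came next by fitted fold change. The bound of OSTN-AS1 alone does not place it above them. With DDD86481 the largest falls were in SERPINB7 (-3.02 ± 0.20, adjusted p = 2.57e-09), MARCHF4 (-2.91 ± 0.18, adjusted p = 8.09e-10) and RRM2 (-2.90 ± 0.16, adjusted p = 2.7e-10).

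Proliferation genes were lower with both inhibitors in control cells (NES -2.99, adjusted p = 9.75e-23 and NES -3.04, adjusted p = 1.03e-22), 39 and 39 of 40 past the threshold, and 40 and 40 when adjusted over the list alone. MKI67 fell by 2.58 ± 0.29 (adjusted p = 1.74e-06) and 2.46 ± 0.29 (adjusted p = 3.09e-06) on the log2 scale. The UPR list was higher (NES 2.86, adjusted p = 2.68e-16 and NES 2.96, adjusted p = 3.38e-17), with 46 and 48 of 84 genes higher, and 50 and 53 when adjusted over the list alone. Targets of PERK and ATF4 had NES of 2.16 and 2.32, those of XBP1 2.65 and 2.64, and those of ATF6 2.28 and 2.3, with adjusted p of at most 2.41e-05. HSPA5 rose by 1.22 ± 0.15 (adjusted p = 3.3e-06) and 1.23 ± 0.15 (adjusted p = 2.88e-06), and DDIT3 by 1.78 ± 0.20 (adjusted p = 1.96e-06) and 1.61 ± 0.20 (adjusted p = 6.59e-06). COPI (NES 2.08, adjusted p = 8.73e-05 and NES 2.01, adjusted p = 0.000308), sterol (NES 2.38, adjusted p = 2.35e-07 and NES 2.33, adjusted p = 9.73e-07) and lysosome genes (NES 2.37, adjusted p = 1.85e-06 and NES 2.28, adjusted p = 8.23e-06) were higher. The SASP list was lower (NES -1.77, adjusted p = 0.000399 and NES -1.7, adjusted p = 0.00172), with medians of -0.13 and -0.098. With upper quartile scaling these medians were -0.18 and -0.16. Interferon genes did not pass (NES 1.01, adjusted p = 0.485 and NES -0.519, adjusted p = 0.991), and their median with IMP1088 changed from 0.031 to -0.022 with upper quartile scaling. ARF6 fell by 0.38 ± 0.094 (adjusted p = 0.00407) and 0.41 ± 0.094 (adjusted p = 0.0021) and ARF5 fell by 0.38 ± 0.13 (adjusted p = 0.0243) and 0.49 ± 0.13 (adjusted p = 0.00487). The call of ARF5 with IMP1088 was lost in 3 of the 6 fits that each left out 1 library (-0.18, adjusted p = 0.199, without control DMSO replicate 3). With DDD86481 the change of ARF5 ran from -0.62 to -0.29 in such fits, and 0 of the 6 lost the call. Of the exonic bases of ARF5, 22.2% overlap GCC1 on the opposite strand and 16% FSCN3 on the same strand. IL6 fell by 1.11 ± 0.30 (adjusted p = 0.00691) and 1.18 ± 0.30 (adjusted p = 0.00462), and without control DMSO replicate 3 its change with IMP1088 was -0.70 (adjusted p = 0.0523). With DDD86481 the change of IL6 ran from -1.48 to -0.76 over the 6 fits, and 0 of them lost the call. NMT2 fell by 0.95 ± 0.14 (adjusted p = 2.03e-05) and 1.04 ± 0.14 (adjusted p = 8.15e-06).

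The inhibitors were compared with each other. Across genes, their log2 fold changes had a Pearson r of 0.959 in senescent cells (13301 genes) and 0.956 in control cells (13722 genes). Simulated unchanged groups with the same DMSO libraries gave means of 0.509 and 0.491 and at most 0.53 and 0.509. Genes are not independent replicates, so no p-value is given. In the fit of 18 libraries, chosen after seeing the data, r was 0.902 and 0.907, the largest change among the alternatives. In the direct comparison in senescent cells, 0 genes differed, and 570 had an unadjusted p under 0.05 where chance gives 717.1. The test called 93 of 100 simulated 2-fold and 46 of 100 simulated 1.5-fold changes in this comparison. Fgsea called 5 lists, with ATF6 targets (NES 1.96, adjusted p = 0.000962), the UPR list (NES 1.41, adjusted p = 0.0303), proliferation (NES 1.6, adjusted p = 0.0206) and interferon genes (NES 2.08, adjusted p = 0.000242) higher and sterol genes (NES -2.15, adjusted p = 7.05e-05) lower with IMP1088. Under fry their adjusted p ran from 0.148 to 0.67. Single libraries decided several of these calls. The adjusted p of the UPR list was 0.464 without senescent DDD86481 replicate 2, 0.174 without senescent IMP1088 replicate 2 and 0.128 without senescent IMP1088 replicate 1. That of proliferation genes was 0.228 without senescent IMP1088 replicate 3, 0.153 without senescent DDD86481 replicate 3 and 0.0639 without senescent DDD86481 replicate 1. For sterol genes it was 0.103 without senescent IMP1088 replicate 1 and 0.104 without senescent DDD86481 replicate 3. The SASP list did not pass (NES -1.28, adjusted p = 0.114), but did without senescent IMP1088 replicate 2 (0.00218) or senescent DDD86481 replicate 3 (0.0147).

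The last comparisons asked whether the effect of NMTi differed between senescent and control cells. Log2 fold changes in the senescent and control states, which share no library, had an r of 0.336 for IMP1088 and 0.296 for DDD86481, against at most 0.03 and 0.0218 for simulated unchanged groups. The interaction passed for 3761 genes with IMP1088, 1731 higher and 2030 lower in senescent relative to control cells. For DDD86481 it passed for 4351 genes, 2068 higher and 2283 lower. An added 2-fold threshold left 1303 and 1412. With upper quartile scaling the majority changed direction, with 2061 genes higher and 1820 lower for IMP1088, and 2392 and 2052 for DDD86481. It also did so in fits of only the groups compared and in fits without control DMSO replicate 2 or without any 1 of the control libraries of that inhibitor, where higher calls made up from 51.3 to 52.8% for IMP1088 and from 53.6 to 54.4% for DDD86481. Proliferation genes had the largest NES (NES 3.31, adjusted p = 4.85e-24 and NES 3.19, adjusted p = 1.18e-19). COPI genes were relatively higher in senescent cells (NES 1.81, adjusted p = 0.00475 and NES 1.72, adjusted p = 0.00869), and the SASP (NES -1.81, adjusted p = 0.000309 and NES -1.69, adjusted p = 0.00152) and sterol lists (NES -1.95, adjusted p = 0.000634 and NES -1.76, adjusted p = 0.00648) relatively lower. The UPR list passed for IMP1088 (NES 1.54, adjusted p = 0.0103), though not under fry (0.233), and did not pass for DDD86481 (NES 1.35, adjusted p = 0.0512). Targets of XBP1 (NES 1.68, adjusted p = 0.00773 and NES 1.41, adjusted p = 0.0817) and of ATF6 (NES 1.67, adjusted p = 0.0152 and NES 1.47, adjusted p = 0.0812) passed for IMP1088 and not for DDD86481, but under fry neither list was called for IMP1088 (adjusted p = 0.0896 and 0.142). Targets of PERK and ATF4 passed for neither inhibitor (NES 1.01, adjusted p = 0.487 and NES 0.952, adjusted p = 0.569). Whether the interactions of the inhibitors differed was not tested. Leaving out single libraries changed several of these calls for DDD86481. Without control DDD86481 replicate 1 the adjusted p was 0.000117 for the UPR list, 0.00168 for XBP1 targets, 0.000235 for ATF6 targets and 0.0749 for sterol genes. The UPR list also passed without senescent DMSO replicate 2 (adjusted p = 0.0213), senescent DDD86481 replicate 2 (adjusted p = 0.0203) or control DMSO replicate 3 (0.0298), XBP1 targets without senescent DDD86481 replicate 1 (adjusted p = 0.0371) or control DMSO replicate 3 (0.0264), and ATF6 targets without senescent DMSO replicate 1 (adjusted p = 0.0386), senescent DMSO replicate 2 (adjusted p = 0.0259) or senescent DDD86481 replicate 3 (0.0315). Lysosome genes (NES -0.893, adjusted p = 0.671 and NES 0.941, adjusted p = 0.59) and interferon genes (NES 1.02, adjusted p = 0.485 and NES 0.751, adjusted p = 0.865) did not pass, except interferon genes for IMP1088 without control IMP1088 replicate 1 (adjusted p = 0.0296). The medians of lysosome genes changed from -0.018 and -0.028 to 0.035 and 0.018 with upper quartile scaling. ATF4 had an interaction of 0.98 ± 0.19 (adjusted p = 0.00104) and 0.99 ± 0.19 (adjusted p = 0.000927), and TRIB3 of -1.40 ± 0.25 (adjusted p = 0.000541) and -1.41 ± 0.25 (adjusted p = 0.000475). TRIB3 rose in both states, but less in senescent cells. Over fits that each left out 1 library its rise ran from 0.51 to 0.64 and 0.48 to 0.67 in senescent cells. In control cells it ran from 1.77 to 2.08 and 1.79 to 2.21. The interaction of DDIT3 did not pass the threshold (-0.024 ± 0.28, adjusted p = 0.961 and -0.29 ± 0.28, adjusted p = 0.452). Among genes that met the naming rule, TK1 (chromosome 17, 76170172 to 76183314), with 0.332 ± 0.131 CPM in senescent DMSO cells, had the largest positive interactions (4.71 ± 0.40, adjusted p = 9.91e-08 and 4.79 ± 0.41, adjusted p = 1.24e-07) and CXCL10 the largest negative (-4.26 ± 0.47, adjusted p = 3.51e-06 and -4.70 ± 0.45, adjusted p = 4.67e-07).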

Values the study reported

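According to the study's methods, reads were single-end and 75 bases long. The study used IMP1088 at 300 nM, and DDD86481 at a concentration of 1.5 µM.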

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

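The tests of the scaling, of the genes called in both states in opposite directions and of the gene differences lost with GC and length offsets were chosen only after the result was seen. The results in this part were picked out because the interaction term showed that an inhibitor's effect differed between senescent and control cells.

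The interaction passed for 3761 genes with IMP1088 and 4351 with DDD86481. With every library thinned to the smallest total of 16143716 counts, 3693 and 4242 genes were called, which argues against library size. Without the 24 genes that were among the 10 most abundant of any library, 3831 and 4404 were called, which argues against a few genes taking the counts. With per-library offsets for GC content and length, chosen after seeing the data, 3746 and 4202 were called, 2832 and 3136 of them the same genes, and with the replicate block added 4033 and 4422. Such trends therefore are not the whole source, although they move many single calls. Of genes with a mean of at least 5 CPM, 30.3 and 35.3% were called, against 14.6 and 16.1% of other genes, which argues against an origin in low counts. Without control DMSO replicate 3, which deviated on the third principal component, 3215 and 3622 were called, which argues against that library as the source. Upper quartile scaling kept 3551 and 4120 of the calls in the same direction, which argues against the choice between these scalings as the whole source. Which direction held the majority stays open. Higher calls made up 46 and 47.5% of the total with TMM and 53.1 and 53.8% with upper quartile scaling, so for this balance an error of scaling and a true imbalance cannot be told apart, because each scaling sets the centre of the fold changes. The share was also above that of lower calls in fits of only the groups compared (52 and 53.6%), without control DMSO replicate 2 (52.8 and 54.4%), and without control IMP1088 replicate 1, 2 or 3 (51.6, 51.3 and 51.5%) or control DDD86481 replicate 1, 2 or 3 (54.4, 53.6 and 53.7%).

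Other splits of the libraries within each state were also counted, 100 drawn from 200. As many genes were called in 4 of the 100 splits for IMP1088 and 1 of the 100 for DDD86481, the real split included. The 3 others for IMP1088, with up to 4673 genes, kept the senescent groups and mixed control libraries, so the effect of IMP1088 in senescent cells remained in them. The highest other count for DDD86481 was 3990. The real split parts every control pair. For IMP1088, whose control libraries the replicate numbers pair, 41 of the splits part 3 control pairs and 2 of them gave as many genes, the real split included. The 59 that part 1 control pair held the other 2. Splits that swap inhibitor and DMSO throughout 1 state were not among those drawn (0 drawn), and the share for IMP1088 lies close to the limit of 0.05.

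One form the difference could take is the same response with another size. The effects passed in both states in opposite directions for 356 and 447 genes, which argues against this form for those genes. They passed in both states in the same direction for 447 and 441 genes, only in senescent cells for 1945 and 2019, only in control cells for 827 and 1189 and in neither state for 186 and 255. The genes called in both states in the same direction have this form by definition. For those that passed in 1 state or neither, the same response with another size and a response of another kind cannot be told apart, because an effect that missed the threshold may still be there. Of all genes called, 38 and 33.5% had fitted effects of the same sign in both states, a share that decides nothing, since choosing genes by a difference between states favours opposite signs. A response to NMTi that depends on senescence remains as a hypothesis, found and tested on the same data. Differences in the survival of treated cells stay open as an alternative. The study reports that NMTi preferentially killed senescent cells of this line through apoptosis, with survival measured after a longer treatment than in these libraries. The count table does not record survival, so how far it contributes to the differences found here was not tested.

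Gene lists gave 11 such differences. With IMP1088 the NES were 3.31 for proliferation, 1.81 for COPI, 1.68 for XBP1 targets, 1.67 for ATF6 targets, 1.54 for the UPR list, -1.81 for SASP and -1.95 for sterol genes, of which XBP1 targets, ATF6 targets and the UPR list were not called under fry. With DDD86481 they were 3.19 for proliferation, 1.72 for COPI, -1.69 for SASP and -1.76 for sterol genes. With the GC and length offsets 11 of the 11 stayed past the threshold, which argues against such a trend as the whole source. A candidate explanation for proliferation is that senescent DMSO cells, with a score of -3.13 ± 0.0281 (SD, n = 3) relative to control DMSO cells, had little left to lose, while NMTi took control cells to -1.86 ± 0.132 and -1.91 ± 0.167. That explanation had no separate test.

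Among named genes, 38 interactions passed and 33 stayed past the threshold with the offsets, which argues against GC content and length as the source for the set. Log2 differences (± SE) with IMP1088 and DDD86481 were 0.72 ± 0.20 and 0.65 ± 0.20 for NMT2, -0.56 ± 0.15 and -0.47 ± 0.15 for CDKN1A, -1.23 ± 0.16 and -1.31 ± 0.16 for CDKN2B, 2.42 ± 0.40 and 2.27 ± 0.40 for LMNB1, 1.39 ± 0.40 and 1.69 ± 0.40 for IL6, -0.87 ± 0.25 and -0.90 ± 0.25 for IL1B, 0.98 ± 0.19 and 0.99 ± 0.19 for ATF4, -1.40 ± 0.25 and -1.41 ± 0.25 for TRIB3, 0.63 ± 0.13 and 0.77 ± 0.13 for SQSTM1, -4.26 ± 0.47 and -4.70 ± 0.45 for CXCL10, 4.71 ± 0.40 and 4.79 ± 0.41 for TK1, 4.13 ± 0.30 and 4.04 ± 0.30 for ITGBL1 and -3.74 ± 0.45 and -4.03 ± 0.45 for MXRA5. With IMP1088 they were -0.44 ± 0.13 for HRAS, 0.77 ± 0.20 for HSPA5, 0.73 ± 0.19 for HERPUD1 and -3.69 ± 0.38 for SLITRK6, and with DDD86481 0.37 ± 0.13 for ARF6, -4.13 ± 0.71 for APCDD1 and 3.82 ± 0.30 for CDKN2C. Without control DDD86481 replicate 1, HSPA5 (0.76, adjusted p = 0.00288) and HERPUD1 (0.65, adjusted p = 0.00258) also passed with DDD86481. So did HSPA5 with upper quartile scaling (adjusted p = 0.0445) and HRAS under the DESeq2 Wald test (adjusted p = 0.016). APCDD1 was at or under the floor in senescent cells with DDD86481, so its value depends on the prior count. TK1 had 0.332 ± 0.131 CPM in senescent DMSO cells, close to the floor. ITGBL1 shares 70.5% of its exonic bases with FGF14 and CDKN2C 20.4% with another gene, both on the opposite strand. The call of CDKN1A with DDD86481 was lost in 6 of the 12 fits that each left out 1 library (-0.36, adjusted p = 0.0933, without control DMSO replicate 2), and that of ARF6 in 6 of the 12 (0.27, adjusted p = 0.115, without senescent DDD86481 replicate 1). Calls lost in 1 fit were HRAS with IMP1088 (-0.38, adjusted p = 0.0513, without control IMP1088 replicate 3), NMT2 with DDD86481 (0.52, adjusted p = 0.0613, without senescent DDD86481 replicate 2), CDKN1A with IMP1088 (-0.41, adjusted p = 0.056, without control IMP1088 replicate 1) and IL1B with IMP1088 (-0.74, adjusted p = 0.058, without control IMP1088 replicate 3). Across the 12 fits the IL1B difference ran from -1.11 to -0.56 with IMP1088. With DDD86481 it ran from -1.14 to -0.59, and 0 of the 12 lost the call.

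The 5 differences lost with the offsets were those of ESR1 (-0.64 ± 0.18 and -0.57 ± 0.18) and of the XBP1 gene (0.49 ± 0.17 and 0.63 ± 0.17) with IMP1088 and DDD86481, and of ATP6V0D2 with IMP1088 (3.91 ± 1.40). With the offsets they were -0.37 and -0.24, 0.13 and 0.24, and 3.65. For these a trend on GC content or length and a response that differs between states cannot be told apart, because the genes were picked by that loss. ATP6V0D2 was at or under the floor in control libraries, so its value depends on the prior count, and its call was lost in 10 of the 12 fits that each left out 1 library (2.76, adjusted p = 0.39, without control DMSO replicate 1). With the replicate block, which pairs the control libraries, its adjusted p was 0.0588. It shares 17.1% of its exonic bases with a gene on the opposite strand. The call of ESR1 with DDD86481 was lost in 4 of the 12 (-0.46, adjusted p = 0.0881, without control DDD86481 replicate 3) and that of the XBP1 gene with IMP1088 in 9 of the 12 (0.35, adjusted p = 0.103, without control DMSO replicate 3).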

How the results depend on the processing

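Counts of changed genes stayed within 1.5 times of those reported under both scalings, the filter of at least 10 counts, the DESeq2 Wald test, the replicate block and the fits that each left out 1 library. The last of these gave 9239 to 10027 genes for senescence, 5454 to 5617 and 5282 to 5812 for IMP1088 and DDD86481 in senescent cells, 3505 to 5892 and 3773 to 6317 in control cells and 2738 to 5242 and 3419 to 5796 for the interactions. An added 2-fold threshold, which is stricter by construction, left 4580 genes for senescence, 1607 and 1585 for the inhibitors in senescent cells, 909 and 931 in control cells, and 1303 and 1412 for the interactions. Fits of only the groups compared, which estimate the spread from the libraries of those groups, gave 2716 and 2842 genes in control cells. In senescent cells they gave 7841 with IMP1088 and 6086 with DDD86481, so fewer libraries alone do not account for the drop. Control DMSO replicates differed more, with chi-squares per gene from 16.7 to 104, against 5.26 to 11.7 for senescent DMSO replicates. The fit of 18 libraries may therefore understate the spread in control cells. Without a filter beyond 1 count the counts also stayed within 1.5 times, except between the inhibitors. With upper quartile scaling, higher calls made up 38.2% in senescence in place of 47.5%. The share went from 46.3 to 46.1% for IMP1088 and from 46.5 to 44.7% for DDD86481 in senescent cells, from 48.3 to 39.4% and from 48.7 to 39.1% in control cells, and from 46 to 53.1% and from 47.5 to 53.8% for the interactions. In fits of only the groups compared it was 49.8 and 50.8% for the inhibitors in senescent cells and 52 and 53.6% for the interactions. Without a filter, 1 gene differed between IMP1088 and DDD86481. It was ARC, named after its values were seen, with a log2 fold change of -1.44 and an adjusted p of 0.000425 in place of 1. ARC was tested with and without the filter, and the prior degrees of freedom of the fit were 73.9 without it and 8.06 with it.

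With the replicate block, 5003 genes were called for IMP1088 in control cells and 0 between the inhibitors in senescent cells, the comparisons whose libraries the numbers pair, and the block changed no call of a list or named gene there. For the IMP1088 interaction, paired in the control state alone, it gave 3974 genes and changed the call of ATP6V0D2 (adjusted p = 0.0588) and no other call of a list or named gene. In the remaining comparisons the correlations did not pair the libraries, and whether a shared number marks a shared experiment stays open. There the block gave 9913 genes in senescence, 6510 and 6259 with IMP1088 and DDD86481 in senescent cells, 5412 with DDD86481 in control cells and 4555 for the DDD86481 interaction. The UPR list and XBP1 targets passed for the DDD86481 interaction with the block (adjusted p = 0.0406 and 0.0452), and the calls of HRAS (adjusted p = 0.0394) and MAP1LC3B (adjusted p = 0.0486) in that interaction and NMT1 (adjusted p = 0.0484) with DDD86481 in control cells also changed.

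The correlations between inhibitors were 0.975 in senescent and 0.982 in control cells over genes with a mean of at least 5 CPM, 0.942 and 0.945 as Spearman's rho, and 0.902 and 0.907 in the fit of 18 libraries, an alternative chosen after seeing the data. Across fits that each left out 1 replicate number they ran from 0.931 to 0.951 and from 0.925 to 0.94. Between states the value for IMP1088 was 0.388 over genes with at least 5 CPM and ran from 0.29 to 0.34 when a replicate number was left out, and that for DDD86481 ran from 0.242 to 0.308. The cause was not tested.

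Of the list tests, 57 passed. Camera with an estimated correlation, which by construction widens the error by the correlation between genes, left 6. Under it the adjusted p of the UPR list was 0.742 in senescence, 0.158 and 0.164 with IMP1088 and DDD86481 in senescent cells, 0.185 and 0.185 in control cells and 0.721 in the IMP1088 interaction. That of the SASP list was 0.0631 and 0.0848 in senescent cells and 0.185 and 0.295 in control cells. With the preset correlation, the UPR list in senescence had 0.0503 and 54 of the calls were kept. Fry gave 0.233 for the UPR list in the IMP1088 interaction and 0.0106 for COPI genes in senescence, and kept 49 calls. Fgsea on edgeR statistics kept 57, and the shorter SASP list gave 58 calls. For the UPR list in the DDD86481 interaction, the adjusted p ran from 0.000117 without control DDD86481 replicate 1 to 0.828 without control DDD86481 replicate 2 across fits that each left out 1 library. Other list results under all alternatives gave 61 values no longer past the threshold and 14 newly past it. The causes of the changes under fry, the preset correlation and single libraries were not tested.

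Directions changed for 43 results, 0 of them past the threshold as reported and 0 where reversed. Interferon genes with DDD86481 changed direction in senescent cells under camera with the preset (adjusted p = 0.816) and estimated correlation (0.937) and fry (0.985), and in control cells with the replicate block (0.988). Lysosome genes in the DDD86481 interaction did so under fry (0.854) and with edgeR statistics (0.8). When 1 library was left out, the adjusted p of lists whose direction changed ran, for the DDD86481 interaction from 0.209 to 0.679 for PERK and ATF4 targets, 0.576 to 0.981 for interferon genes and 0.372 to 0.777 for lysosome genes, and for DDD86481 in control cells from 0.788 to 1 for interferon genes, and for IMP1088 in control cells from 0.063 to 0.538 for interferon genes, and for IMP1088 against DDD86481 in senescent cells from 0.0922 to 0.576 for lysosome genes. DESeq2 size factors and the DESeq2 Wald test gave log2 fold changes of -0.0026 and -0.0026 for HRAS and -0.0041 and -0.0041 for ESR1 with DDD86481 in senescent cells, -0.0071 and -0.0071 for IL1A with IMP1088, and -0.0022 and -0.0022 for COPA and -0.0032 and -0.0031 for COPG1 between the inhibitors. The replicate block gave -0.0051 for ESR1 with DDD86481. Upper quartile scaling, chosen for named genes after seeing the data, gave -0.013 for HRAS and -0.016 for ESR1 with DDD86481 in senescent cells, -0.043 for NMT1 in senescence, 0.040 for NMT1, 0.0097 for CDKN2A, 0.030 for DDIT3, 0.028 for ARF1 and 0.050 for BCL2L1 in the IMP1088 interaction, and 0.032 for CXCL8 and 0.031 for ATF6 in the DDD86481 interaction. BCL2L1 shares 41.3% of its exonic bases with ABALON on the opposite strand. For other genes the log2 fold change crossed 0 when 1 library was left out. It ran, for the DDD86481 interaction, from -0.097 to 0.036 for ARF1, -0.11 to 0.13 for ATF6, -0.015 to 0.13 for BCL2L1, -0.020 to 0.35 for CDKN2A, -0.48 to 0.33 for CXCL8, -0.50 to 0.0031 for DDIT3 and -0.14 to 0.0052 for NMT1. For DDD86481 in senescent cells it ran from -0.017 to 0.064 for ARF1, -0.14 to 0.029 for ARF6, -0.096 to 0.13 for ESR1, -0.038 to 0.069 for HRAS and -0.16 to 0.076 for IL1A. For the IMP1088 interaction it ran from -0.066 to 0.071 for ARF1, -0.11 to 0.23 for ARF5, -0.024 to 0.059 for BCL2L1, -0.27 to 0.10 for CDKN2A, -0.24 to 0.077 for COPA, -0.55 to 0.26 for CXCL8, -0.23 to 0.20 for DDIT3, -2.11 to 0.32 for MKI67 and -0.045 to 0.062 for NMT1. For IMP1088 against DDD86481 in senescent cells it ran from -0.013 to 0.15 for ARF3, -0.15 to 0.0049 for ARF5, -0.19 to 0.18 for ATF3, -0.065 to 0.059 for COPA, -0.036 to 0.026 for COPG1, -0.14 to 0.099 for GBF1, -0.070 to 0.17 for IL1A, -0.047 to 0.086 for IL1B, -0.21 to 0.43 for LMNB1, -0.056 to 0.054 for MAP1LC3B, -0.073 to 0.079 for TRIB3 and -0.18 to 0.0047 for XBP1. For IMP1088 in senescent cells it ran from -0.055 to 0.028 for ARF3 and -0.061 to 0.089 for IL1A. MKI67 was at or under the floor in senescent DMSO cells, so its values depend on the prior count. The cause was not tested.

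Of 178 calls of named genes, 32 were lost in at least 1 fit that left out a library. Over all alternatives, named genes gave 118 values no longer past the threshold, 108 of them with a library left out, and 50 newly past it. With 3 replicates the test called 14 of 100 simulated 1.5-fold interactions. The simulation changed 100 genes by 1.5-fold and 100 by 2-fold among 13311, far fewer than the 3761 and 4351 interactions called here. Adjustment was therefore stricter there, and this share does not measure how many real differences of that size were missed.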

Other observations

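The tests of a reversal of senescence were chosen only after the result was seen.

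A hypothesis was that NMTi in part reverse the senescence change, which the falls of CDKN1A and CDKN2B and the rise of LMNB1 in treated senescent cells might suggest. Pearson's r between the senescence effect and the NMTi effect in senescent cells was -0.0216 for IMP1088 and -0.0137 for DDD86481 across 14341 genes. Both effects use the senescent DMSO libraries, and in 10 simulations of unchanged groups r ran from -0.126 to -0.068 and from -0.133 to -0.0354. Those groups hold no NMTi effect, which would itself bring r toward 0, so these ranges do not decide. With separate senescent DMSO libraries for the effects, r ran from -0.0248 to 0.00994 for IMP1088 and from -0.0218 to 0.0119 for DDD86481 over 6 ways to divide them. None of these values is below -0.0248, which argues against a large reversal across genes as a whole. A small reversal, or a reversal of some genes only, and none cannot be told apart, because the values lie on both sides of 0. Of 4577 genes called for both senescence and IMP1088, 2408 moved in opposite directions, and for DDD86481 2329 of 4489 did. These counts do not decide, because the shared senescent DMSO libraries favour opposite directions without any effect. Over all genes 48.5 and 48.9% had the same sign, against means of 47.1 and 47.1% in the simulations.

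Other splits were counted for each comparison of 3 libraries with 3. As many genes were called in 1 of the 10 splits for senescence, 1 of 10 for IMP1088 and 1 of 10 for DDD86481 in senescent cells, and 1 of 10 and 1 of 10 in control cells, the real split included. For IMP1088 against DDD86481, where 0 genes differed and 570 had an unadjusted p under 0.05, 10 of the 10 splits gave as many. Where replicate numbers pair the libraries, the real split parts every pair. Of the 4 splits that part 3 pairs, 1 gave as many genes for IMP1088 in control cells and 4 between the inhibitors, the real split included. The splits that part 1 pair, 6 in number, called at most 0 genes for IMP1088 in control cells and 1 between the inhibitors. A design with 10 splits cannot give a share under 0.05.

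Control DMSO replicate 3 stood apart from its group, with a chi-square per gene of 104 against replicate 1 and 52.6 against replicate 2, where replicates 1 and 2 differed by 16.7. The proliferation scores of replicates 1, 2 and 3 were 0.0393, -0.0914 and 0.0522. No biological explanation was tested, since the labels give none.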
